A study of Mus musculus with 4 samples. Its data were reported in "SATB1 preserves CD4+ T-cell fidelity and establishes Treg function in antitumor immunity" (2026).

How the data were processed

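RNA was measured in 4 mouse libraries, each made from polyadenylated RNA of cells that per the labels were sorted as CD45.2+CD8+ from dissociated B16-F10 tumors. B16-F10 is a mouse melanoma cell line that forms tumors after injection into mice. The groups came from the library titles, which gave 2 libraries labeled WT and 2 labeled KO and numbered them 1 and 2 within each group. Neither the Cre driver behind the KO label nor the sex of the animals was stated in the labels.

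The authors deposited whole-number read counts per gene, 1 table per library, without normalization. Each table ended in the summary lines that the program HTSeq writes. The study's methods for RNA-seq name HISAT2 with the mouse genome mm10 and HTSeq without naming a cell type; that they cover the present libraries is an assumption. The annotation, the strand setting of the counting and any trimming were not stated. Genes were named by symbol in 55367 rows of each table, of which 53365 (96.4%) matched a symbol of GENCODE M21, the annotation of GRCm38/mm10 used here for identifiers, positions, transcript lengths and GC content. Coordinates are 1-based.

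Rows that name no gene were left out of library sizes and tests. In the order WT 1, WT 2, KO 1 and KO 2, reads that did not align made up 44.2%, 41.2%, 41.6% and 30.3% of all reads in the table, and reads outside any counted feature made up 22.3%, 24.4%, 23.8% and 29.5%. Reads of low alignment quality made up 7.71%, 6.45%, 6.91% and 6.04%, reads with several alignments 4.51%, 4.16%, 4.60% and 4.24%, and ambiguous reads 0.878%, 0.935%, 0.830% and 1.09%. Reads on genes were left with 20.5%, 22.8%, 22.3% and 28.8%. Genes with near-identical copies lose reads in such counting, and overlapping or antisense genes can receive reads of one another.

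Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (at least 10 counts after scaling to library size in as many libraries as a group holds, and 15 in total), libraries were scaled by trimmed mean of M-values (TMM) factors, and KO was compared with WT by the quasi-likelihood F test (glmQLFit and glmQLFTest) with group as the only term and all 4 libraries in 1 fit. P-values were two-sided and were adjusted over all genes tested by the Benjamini-Hochberg method, with a threshold of 0.05. Fold changes were fitted with a prior count of 0.125, and the standard error (SE) of a log2 fold change was taken as its size divided by the square root of F. Normalized CPM, read counts scaled to a fixed library total, used the TMM-scaled library sizes. Where all libraries of a group had 0 counts, the fold was given as a lower bound against 3 counts in each library, and where a group held 1 to 4 counts in all, as the ratio of pooled counts with an exact Poisson interval at the 95% level. Shares of counts had exact Clopper-Pearson 95% intervals. Intervals and bounds cover counting error only, since reads without molecular identifiers are not independent molecules.

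The gene lists, the tests, the rule for naming genes and most alternatives were fixed before the data were examined. Of 19 lists of marker and program genes, those with at least 3 genes tested were compared with all other genes by camera of limma 3.58.1, two-sided, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the lists, with fry and camera with estimated correlation beside it. The shares of gene counts on each list described the make-up of the libraries and were not tested. Genes were named by this rule: the 5 largest fold changes in each direction among genes past the threshold with a mean of at least 20 normalized counts per library in the higher group and no overlap between the groups, fewer where fewer passed; up to 5 genes past the threshold from each list; and all 17 genes that the study's text names as targets or readouts, of which 1 is not reported here by itself. Any other gene in the text was chosen after its values were seen.

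The alternatives were other scaling factors, other filters on low counts, DESeq2 1.42.0, the likelihood ratio and exact tests of edgeR, a replicate block, counts thinned to the smallest library, a larger prior count, removal of mitochondrial, ribosomal protein and antigen receptor genes, a looser threshold, other list tests, and each library left out in turn. A crossed block, and removal of each library's trend on transcript length or GC content (lowess with span 0.3), were added after seeing the data. Overlaps of exons were computed with bedtools 2.31.1, and plots were drawn with matplotlib 3.10.9 under Python 3.11.15.

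The scripts were tested on simulated data drawn from the means and library sizes of the real libraries, for the KO against WT comparison. Each gene was drawn independently of the others, so the simulated lists held no correlation between genes. The changed genes were drawn from all but the least abundant ones, which favors their recovery. With 200 genes changed by a log2 fold change of 4, the test recovered 96% of them, with 11 false calls among 203 calls and 11510 genes. With a log2 fold change of 2 it recovered 30%, with 7 false calls among 67 calls and 11539 genes. With no change it made 1 call among 11488 genes. Over 20 simulations in which the T cell identity list was raised by a log2 fold change of 2 among 11837 genes, camera with the preset correlation called that list in 100% and other lists in 1.54% of tests, fry called it in 20% and other lists in 1.15%, and camera with estimated correlation called no list. Removal of a simulated length trend among 11837 genes brought the rank correlation of fold change with length from 0.720 to 0.0353 and the calls from 323 to 0.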

Results

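The libraries came from tumors of B16-F10, a mouse melanoma line, from which, per the labels, cells carrying CD45.2, a marker of blood-derived cells, and CD8, a marker of cytotoxic T cells, had been sorted. There were 2 libraries labeled WT and 2 labeled KO, in a series on tumor-infiltrating lymphocytes and Satb1, a gene for a nuclear protein that organizes chromatin in T cells. The counts on genes were 4017875 and 4261025 in the libraries labeled WT and 4479734 and 5382915 in those labeled KO, so that the deepest held 1.34 times the counts of the shallowest. Genes with at least 1 count numbered 15684 in WT 1, 15804 in WT 2, 18655 in KO 1 and 16656 in KO 2. The 50 most abundant genes of each library took 30.9%, 27.2%, 19.6% and 22.2% of its gene counts in the same order. A count of 3 corresponded to 0.902, 0.743, 0.571 and 0.524 normalized CPM. No libraries agreed within sampling noise, the closest being WT 1 and WT 2 with a chi-square of 27.2 per degree of freedom over 10843 genes. Across 11837 genes, the log2 CPM of WT 1 and WT 2 had a Pearson correlation of 0.935, that of KO 1 and KO 2 one of 0.859, and the pairs across groups ranged from 0.775 to 0.889, where genes are not independent replicates. The labels gave no sequencing batch.

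Satb1, the gene named as the target of the knockout, was examined first as a check of the labels. It lies on chromosome 17 from 51736187 to 51833290 on the minus strand of GRCm38/mm10 (ENSMUSG00000023927.15, protein coding). Its counts were 7 in WT 1 and 5 in WT 2, against 131 in KO 1 and 55 in KO 2. In normalized CPM this was 1.67 ± 0.612 (SD, n = 2) in the libraries labeled WT and 17.3 ± 10.8 (SD, n = 2) in those labeled KO. The log2 fold change of KO against WT was 3.36 with an SE of 0.79, in the direction opposite to the label, and was not past the threshold (edgeR quasi-likelihood test, adjusted p = 0.115). Without a filter on low counts the log2 fold change was 3.32 and the edgeR adjusted p was 0.00287, where the adjusted p over the alternatives ranged from 0.00287 to 0.1249. Without KO 1 the log2 fold change was 2.52. Because the target gene went against the label, every direction given here is that of the libraries as labeled. Counts per exon, which could show a deleted segment, were not analyzed here.

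The sort was then examined through the share of gene counts on lists of cell type markers. The T cell identity list, 10 genes that include Cd3e, Cd8a and Trac, held 0.00984% ± 0.00321 (SD, n = 2) of gene counts in the libraries labeled WT and 0.192% ± 0.0849 (SD, n = 2) in those labeled KO. The macrophage or monocyte list of 13 genes held 3.50% ± 0.794 (SD, n = 2) and 2.75% ± 0.481 (SD, n = 2), and the dendritic cell list of 8 genes held 2.72% ± 1.04 (SD, n = 2) and 2.12% ± 0.264 (SD, n = 2); for both lists the groups overlapped. In all 4 libraries these lists held larger shares than the T cell identity list, against the label of the sort. The melanoma list of 8 genes held 0.0247% ± 0.00296 (SD, n = 2) and 0.186% ± 0.0763 (SD, n = 2). The fibroblast or endothelium list of 6 genes held 0.00200% ± 9.99e-05 (SD, n = 2) and 0.0839% ± 0.0899 (SD, n = 2), where KO 1 had 0.147% and KO 2 had 0.0203%. The CD4 T cell list of 3 genes held 0.00750% ± 0.00228 (SD, n = 2) and 0.00318% ± 0.000305 (SD, n = 2), and the neutrophil list of 5 genes 0.0119% ± 0.00126 (SD, n = 2) and 0.00759% ± 0.00290 (SD, n = 2). The CD4 T cell list had 366, 251, 133 and 183 counts in WT 1, WT 2, KO 1 and KO 2. Cd4 had 6, 30, 3 and 35 in the same order. It overlapped between the groups, so the separation of that list was not that of Cd4. The B cell list received 64, 182, 28 and 80 counts in WT 1, WT 2, KO 1 and KO 2, the NK cell list 0, 4, 6 and 2, and the erythroid list 23, 3, 0 and 229. A count of 0 allowed a share of up to 9.18e-05% for the NK cell list in WT 1 and 8.23e-05% for the erythroid list in KO 1. These are the upper ends of the exact Clopper-Pearson intervals. For the T cell identity, melanoma, fibroblast or endothelium, CD4 T cell, neutrophil and B cell lists both libraries of one group lay outside the range of the other, but an exact permutation test of 2 against 2 libraries cannot give a p-value below 0.333, and no test was made. Leaving out mitochondrial genes moved the mean share on the T cell identity list in the libraries labeled KO to 0.193%.

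**Figure D1:**
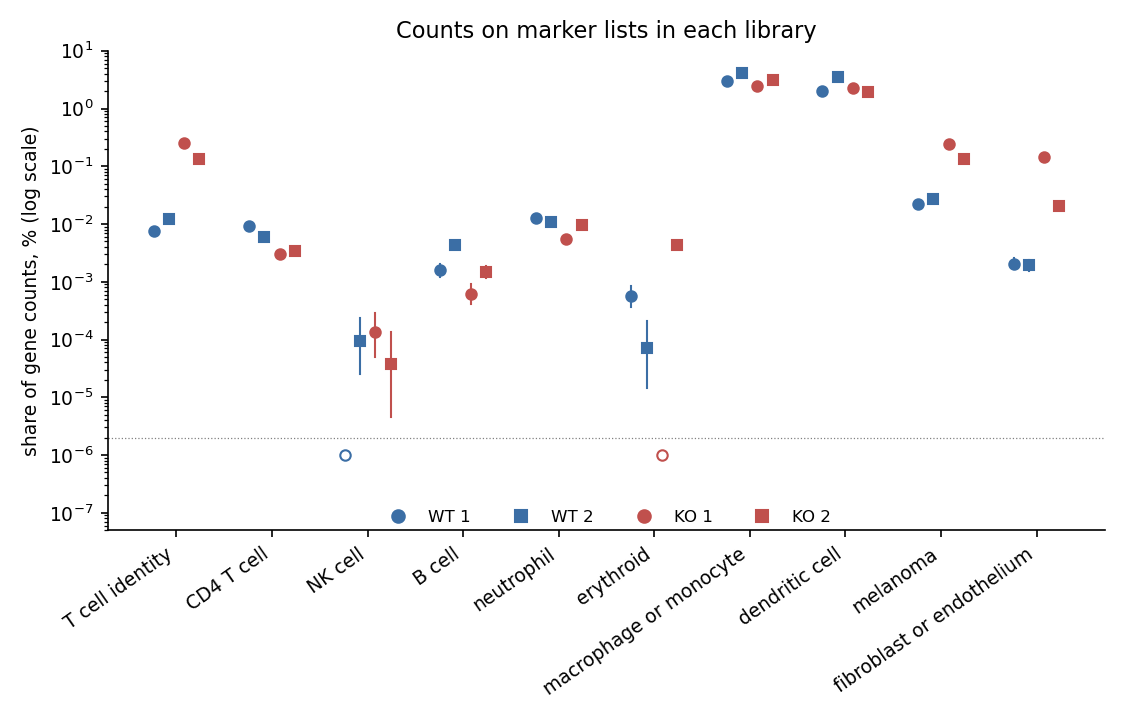
Share of gene counts in percent, on a log axis, on 10 lists of cell type markers, with 1 point per library, exact 95% intervals as bars (most are shorter than the symbols) and counts of 0 as open symbols under the dotted line. The libraries labeled KO hold more counts on the T cell identity list (0.252% and 0.132%) than those labeled WT (0.00757% and 0.0121%), while all 4 libraries hold 2.41% to 4.07% on the macrophage or monocyte list.

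Genes of the sex chromosomes separated the groups. Xist (chromosome X, 103460366 to 103483254, minus strand), which is transcribed from the inactive X chromosome of females, had 435 and 216 counts in the libraries labeled WT and 0 and 3 in those labeled KO, a ratio of 324 with an exact Poisson 95% interval from 110 to 1574. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 counts in both libraries labeled WT. In KO 1 and KO 2 they had 188 and 81, 146 and 119, 48 and 14, and 34 and 41 counts. The split of the libraries by these genes was the same as the split by label, so that no comparison within 1 sex could be made and no fit could separate sex from group.

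Over all genes, the comparison of KO with WT asked which transcripts differed in sorted cells of the tumor between the genotypes. Of 11837 genes tested, 68 were past the threshold in the edgeR quasi-likelihood test, 65 higher and 3 lower in the libraries labeled KO, with a smallest adjusted p of 0.0172. At an unadjusted p under 0.05 there were 1619 genes, 1118 higher and 501 lower. Every gene past the threshold had an absolute log2 fold change of at least 3.15. The groups did not overlap for any of the 68 genes, nor for 5672 (47.9%) of the tested genes, where chance gives 33.3%. The biological coefficient of variation within groups was 42.5%. Of the 68 genes, 61 lie on autosomes, 4 on chromosome X, 2 on chromosome Y, and 1 had no annotated position. Among the alternatives fixed in advance, testing every gene with a count moved the number most, to 505 higher and 78 lower, which included the same 68 genes.

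**Figure D2:**
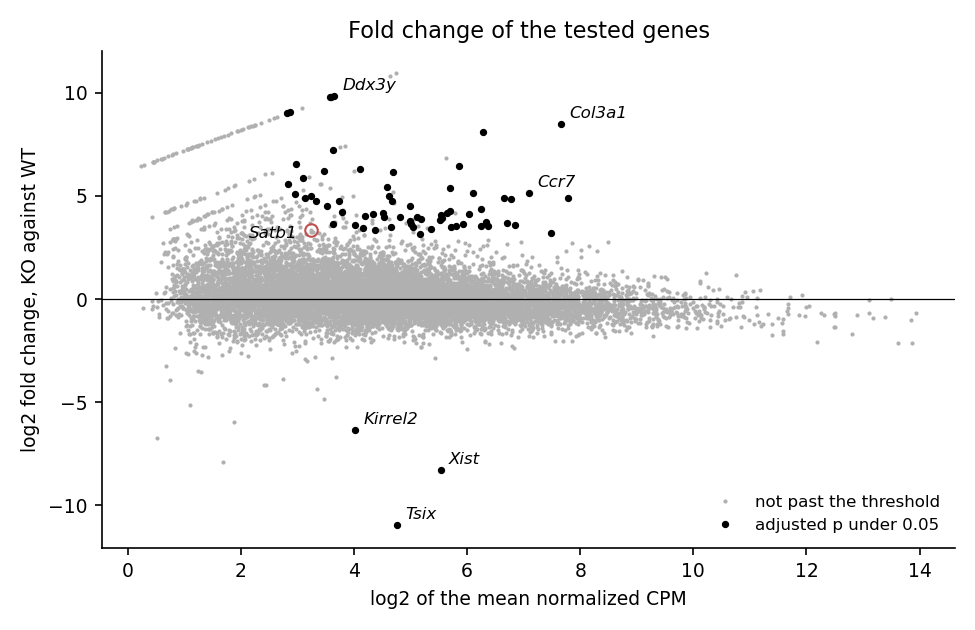
Log2 fold change of the libraries labeled KO against those labeled WT (vertical axis) against the log2 of the mean normalized CPM (horizontal axis) for 11837 tested genes, with the 68 genes at an edgeR adjusted p under 0.05 in black and Satb1 circled. Of the black points, 65 lie above 0 and 3 below, and the lines of gray points at the upper left are genes with few or no counts in the libraries labeled WT, whose fitted fold changes depend on the prior count.

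The 5 largest fitted rises among the genes named by rule were all in genes with 0 counts in both libraries labeled WT, so that their order depends on the prior count: with a prior count of 2, Col3a1 had a log2 fold change of 8.02 and Ddx3y one of 5.86. Ddx3y was at least 27.7-fold higher, Eif2s3y at least 26.9-fold, Lad1 (chromosome 1, 135818598 to 135833342) at least 26.5-fold, Ipcef1 (chromosome 10, 6885796 to 7052478) at least 16.2-fold and Nefh (chromosome 11, 4938754 to 4948064) at least 15.7-fold higher in the libraries labeled KO. Their edgeR adjusted p-values were 0.0292, 0.0224, 0.0295, 0.0392 and 0.0317. Nefh had 75 and 80 counts in KO 1 and KO 2, and Lad1 had 65 and 203. Without KO 2 the fitted log2 fold change of Lad1 went from 9.78 to 8.70. Without KO 1 that of Ipcef1 went from 9.07 to 8.42 and that of Ddx3y from 9.84 to 8.95. The 3 genes that fell were Tsix, Xist and Kirrel2. Tsix, which is antisense to Xist and shares 32.6% of its exonic bases with it, had 266 and 115 counts against 0 and 0 and was at least 95.0-fold lower (edgeR adjusted p = 0.0172); the counting is not stated to use strand, so its counts and those of Xist are uncertain. Kirrel2 (chromosome 7, 30447534 to 30457690, minus strand) had 176 and 46 counts against 3 and 1, a pooled ratio of 82.8 with an exact Poisson 95% interval from 31.9 to 307 (edgeR adjusted p = 0.0346), and its log2 fold change of -6.35 became -4.88 without WT 1.

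**Figure D3:**
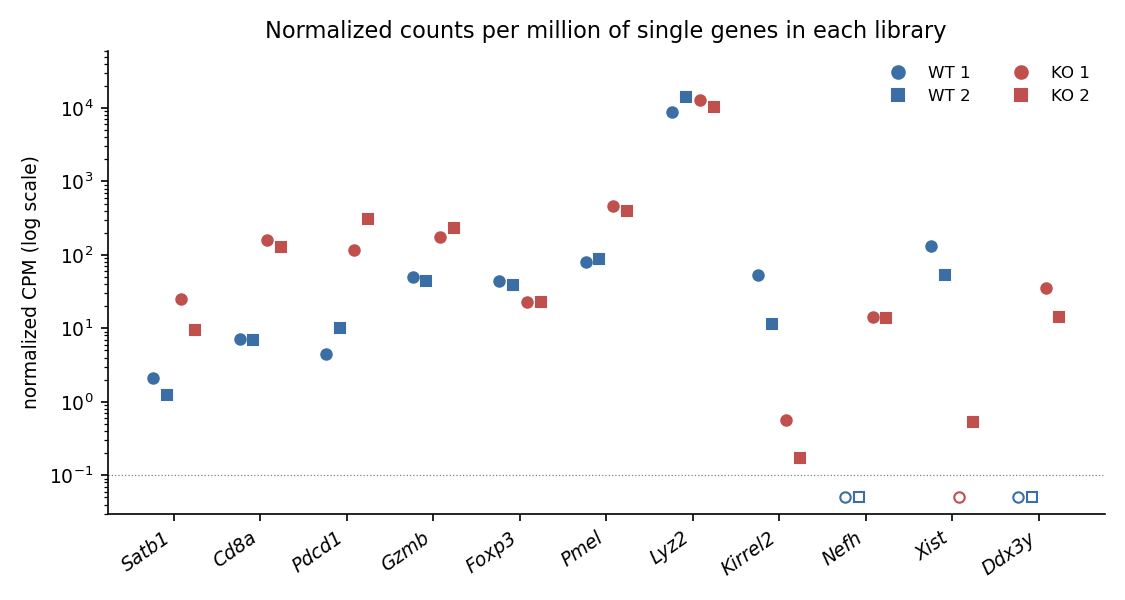
Normalized CPM of 11 genes in each library on a log axis, with 1 symbol per library and counts of 0 as open symbols under the dotted line. Satb1, Cd8a, Pdcd1, Gzmb and Pmel are higher in both libraries labeled KO, Foxp3 is lower (22.8 and 23.0 against 43.9 and 38.6 CPM), Lyz2 overlaps between the groups, and Xist and Ddx3y lie on opposite sides.

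Genes of the lists that passed the threshold were all higher in the libraries labeled KO apart from Xist. Of the 10 T cell identity genes 9 passed, of which the 5 with the largest changes are given. Cd8a (chromosome 6, 71373427 to 71379173) had 7.07 ± 0.197 normalized CPM (SD, n = 2) in the libraries labeled WT and 144 ± 23.0 (SD, n = 2) in those labeled KO, a log2 fold change of 4.34 with an SE of 0.48 (edgeR adjusted p = 0.0172). Trbc2, Lck, Trbc1 and Trac had log2 fold changes of 4.89, 4.89, 4.10 and 3.72, with edgeR adjusted p-values of 0.0292, 0.0172, 0.0314 and 0.0366; Trbc1 and Trbc2 are near-identical copies and their separate values are uncertain. Ccr7 (chromosome 11, 99144196 to 99155077) had a log2 fold change of 5.15 with an SE of 0.52 (edgeR adjusted p = 0.0172), and Tcf7 one of 4.75. Among genes linked to exhaustion, Tox, Rgs16 and Pdcd1 had log2 fold changes of 5.01, 4.17 and 4.84, and Cd160, with 3 counts in the libraries labeled WT and 366 in those labeled KO, had a ratio of 81.8 with an exact Poisson 95% interval from 27.8 to 398. Rgs16 shares 10.1% of its exonic bases with Gm28513 on the other strand. Tbx21, Ctsw and Tnfrsf4 had log2 fold changes of 4.18, 3.15 and 3.84. Without WT 2 the value of Tox became 7.16, without KO 1 those of Trbc2 and Trbc1 became 3.64 and 3.18, and without KO 2 that of Lck became 4.21. The log2 fold change of Cd160 was 6.31 and became 5.44 without WT 1. Without WT 2 it became 10.32, a value that depends on the prior count, because Cd160 had 0 counts in WT 1. Genes of other cell types passed as well: Tyrp1 of the melanoma list had a log2 fold change of 3.21, and the collagen genes Col3a1, Col1a1 and Col1a2 had 8.47, 6.46 and 5.16. The collagen values depended on single libraries. KO 1 had 3836, 945 and 1214 counts against 457, 279 and 206 in KO 2, and without KO 1 the log2 fold changes became 6.13, 5.23 and 3.27. Without WT 1 those of Col3a1 and Col1a1 became 10.51 and 12.15, where Col1a1 had 0 counts in WT 2. Col1a1 did not pass with upper-quartile factors (edgeR adjusted p = 0.0540) or in DESeq2 (adjusted p = 0.107), with a range from 2.51e-16 to 0.107 over its alternatives. Col1a2 did not pass with upper-quartile factors (edgeR adjusted p = 0.0555, range 1.44e-12 to 0.0555).

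The 17 genes that the study's text names as targets of SATB1 or as readouts of regulatory, exhausted or cytotoxic T cells were compared as a list fixed in advance. Over all genes tested 1 of them passed the threshold, and 8 passed when adjusted over the list alone; 13 were higher and 4 lower in the libraries labeled KO. Pdcd1 (chromosome 1, 94038305 to 94052553, minus strand), which encodes the receptor PD-1, had 7.33 ± 3.99 normalized CPM (SD, n = 2) in the libraries labeled WT and 213 ± 138 (SD, n = 2) in those labeled KO, a log2 fold change of 4.84 with an SE of 0.68 (edgeR adjusted p = 0.0269 over all genes and 0.000827 over the list), which became 3.95 without KO 2. The genes past the threshold over the list alone were Pdcd1, Ifng, Gzmb, Lef1, Satb1, Il2ra, Pde3b and Prf1, all higher in both libraries labeled KO. Ifng had a log2 fold change of 3.89 with an SE of 0.76, which became 2.57 without KO 1, and edgeR adjusted p-values of 0.0617 over all genes and 0.00394 over the list. Gzmb had a log2 fold change of 2.11 with an SE of 0.44 (edgeR adjusted p = 0.0759 over all genes). Relative to the counts on the T cell identity list, Gzmb and Pde3b were lower in both libraries labeled KO. Lef1 and Pde3b had log2 fold changes of 4.08 and 2.44, with edgeR adjusted p-values of 0.0778 and 0.175 over all genes; Lef1 shares 13.7% of its exonic bases with Gm43352 on the other strand. Without WT 2 the value of Lef1 became 5.38 and that of Il2ra went from 4.06 to 9.96. The value of 9.96 depends on the prior count, because Il2ra had 0 counts in WT 1. Without WT 1 the value of Lef1 became 3.44, and without KO 2 that of Prf1 went from 1.36 to 0.77. Foxp3 (chromosome X, 7573644 to 7595245), a transcription factor gene of regulatory T cells that shares 12.9% of its exonic bases with Ccdc22 on the other strand, had 146 and 156 counts against 120 and 132, a log2 fold change of -0.85 with an SE of 0.44 that was not past the threshold (edgeR adjusted p = 0.431). Havcr2, Tnf and Cd44 were also lower, with log2 fold changes of -0.23, -0.53 and -0.40 and edgeR adjusted p-values of 0.863, 0.634 and 0.731. For Gzmk, Il10, Cd83 and Nrp1, none of them past the threshold, the sign of the fold change depended on single libraries; Cd83 went from 1.19 to -0.02 without KO 2.

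The lists were compared as sets to ask whether programs of CD8+ T cells, and markers of other cells, moved together. Of 14 lists with enough genes, 11 were past the threshold in camera with the preset correlation, 9 of them higher and 2 lower in the libraries labeled KO. Under fry 5 of these held, namely the study genes, exhaustion, naive or memory, Treg and T cell identity lists, and under camera with estimated correlation 0 held, with 5 at an unadjusted p under 0.05. All 10 T cell identity genes rose, with a median log2 fold change of 3.68 and a range from 2.70 to 4.89 (camera adjusted p = 1.91e-30, fry adjusted p = 0.0469). The exhaustion list had a median of 2.59 with 14 of 18 genes higher (camera adjusted p = 1.40e-12), and the naive or memory list a median of 1.01 with 9 of 12 genes higher (camera adjusted p = 0.000936), which became 0.19 without KO 1. The Treg list had a median of 2.21, or 1.99 with the gene at 0 counts set to its bound, and 9 of 10 genes higher (camera adjusted p = 9.29e-06), which became 2.92 without WT 1. The study genes had a median of 1.19 (camera adjusted p = 9.29e-06), which became 0.77 without KO 2. All 26 cell cycle genes rose, with a median of 1.70 (camera adjusted p = 3.73e-13) that became 1.10 without WT 1 and 2.82 without WT 2. The interferon response list fell, with a median of -0.98 and 1 of 16 genes higher (camera adjusted p = 0.000575), which became -0.45 without WT 1. The melanoma list had a median of 2.42 with 8 of 8 genes higher (camera adjusted p = 8.92e-11). The macrophage or monocyte list had a median of -0.73 with 4 of 13 genes higher (camera adjusted p = 0.00476), which became -0.30 without KO 1 and -1.47 without KO 2. The fibroblast or endothelium list had a median of 6.46, or 5.89 with the gene at 0 counts set to its bound, and 5 of 5 genes higher (camera adjusted p = 2.99e-08); its fitted median became 10.5 without WT 1. The sex list was past the threshold (camera adjusted p = 0.000729), but it joins an X-linked gene that fell to Y-linked genes that rose, and its median has no meaning. The cytotoxic effector list was not past the threshold (median 0.06, 11 of 22 genes higher, camera adjusted p = 0.303). Nor was the dissociation stress list (median 0.32, camera adjusted p = 0.360), although 14 of 14 genes were higher, with log2 fold changes from 0.01 to 2.35. The dendritic cell list was not past it either (median -0.68, 2 of 6 genes higher, camera adjusted p = 0.349). The median of the cytotoxic effector list became -0.17 and that of the dissociation stress list -0.33 without KO 2. The lists were not all separate, since 14 of the 17 study genes, 5 of the 24 cytotoxic effector genes, 5 of the 12 Treg genes, 2 of the 20 exhaustion genes and 2 of the 14 naive or memory genes were also on another list.

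**Figure D4:**
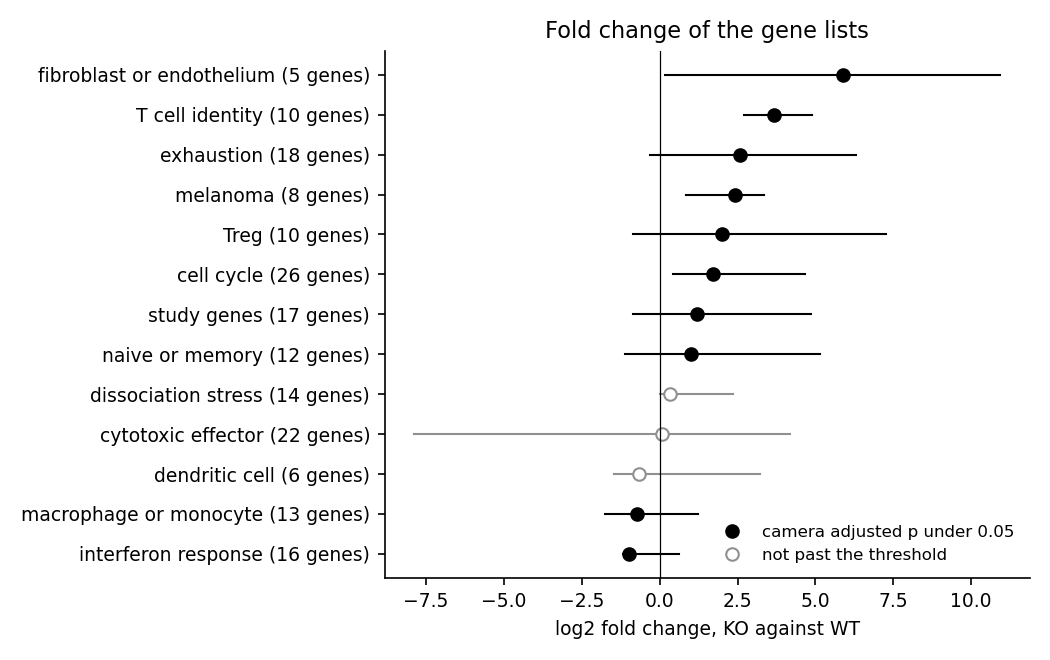
Median log2 fold change of the libraries labeled KO against those labeled WT for 13 gene lists (points), with genes at 0 counts in a group set to their bound, and the range of fitted fold changes over the genes of each list (lines). Filled points have a camera adjusted p under 0.05 with the preset correlation, with medians from -0.98 for interferon response to 5.89 for fibroblast or endothelium genes.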

Values the study reported

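In splenic CD4+ T cells, a different population from the tumor CD8+ sort described above, the study reported about 200 transcripts that changed when Satb1 was deleted with Thpok-cre. In its single-cell data from tumors, it reported 30 genes altered in regulatory T cells without SATB1. In Thpok-cre knockouts, flow cytometry of CD8+ T cells from spleen and tumor gave fewer exhausted relative to effector cells and more IFNγ. In the single-cell data, CD8+ T cells were less frequent. RNA of the exhaustion and T cell identity lists was higher in the libraries labeled KO, the other way, and Ifng was higher too. The measures are unlike and the Cre driver here was not stated, so neither tests the other.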

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

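The length, GC and crossed-number alternatives were chosen after seeing the data. Across the 15 alternatives for the comparison over all genes, the number past the threshold ran from 28 to 647, and in 10 of them every gene of the original 68 that could be tested was called again. At the looser threshold of 0.1, which is among those 10, this held by construction, since the fit was the same. Scaling had little effect: RLE factors gave 62 higher and 3 lower and upper-quartile factors 57 higher and 3 lower, all among the 68. Requiring 10 counts in every library left 9779 genes and gave 28 higher and 0 lower, all 28 among the 68, with 1180 genes at an unadjusted p under 0.05; this filter removes the genes with 0 counts in one group by its construction. Counts rose under other tests and filters: to 505 higher and 78 lower without a filter, 350 and 66 in DESeq2 (67 of the 68 shared), 476 and 80 in the likelihood ratio test, 433 and 70 in the exact test of edgeR, 118 higher in thinned counts (with 4 lower), and 168 and 13 at an adjusted p under 0.1. In these fits the share of higher genes went from 95.6% to 86.6% without a filter, 84.1% in DESeq2, 85.6% in the likelihood ratio test and 86.1% in the exact test. Without mitochondrial, ribosomal protein and antigen receptor genes there were 54 higher and 3 lower, and 57 of the 63 genes of the 68 that could be tested were called. Taking out the GC trend gave 162 higher and 12 lower, with 67 of 67 shared, and taking out the length trend gave 96 higher and 4 lower, with 66 of 67 shared. The cause of these moves was not tested. More genes were called higher than lower in each of the 15 alternatives, and the 68 genes kept their direction wherever they were called.

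The labels number the libraries 1 and 2 in each group, but nothing shows that a number marks a shared animal, litter or day. The deviations of the libraries numbered 1 from their group means had a correlation of -0.179 over 11837 genes, and 2 pairs are too few to show a pairing. With the number as a block, edgeR called 201 genes higher and 14 lower, with all 68 shared, and with the block and the GC trend taken out 227 higher and 29 lower, with 67 of 67 shared. With crossed numbers as a block there were 535 higher and 112 lower. Under the block Satb1 was past the threshold and 5 study genes passed over all genes tested. In camera with the preset correlation, the same 11 of 14 lists were past the threshold with the block as without it.

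Satb1 was higher in the libraries labeled KO under all 7 alternatives, with log2 fold changes from 3.08 to 3.43, and from 2.52 to 3.89 across the 4 fits that each left out one replicate. It passed the threshold in 3 of the 7: without a filter (log2 fold change 3.32, edgeR adjusted p = 0.00287), in DESeq2 (3.37, adjusted p = 0.00781) and under the replicate block (3.25, edgeR adjusted p = 0.0435). The other adjusted p-values reached 0.1249, and the cause was not tested. Over all genes tested, 7 study genes passed without a filter, 6 in DESeq2, 5 under the replicate block and 2 in thinned counts, against 1; adjusted over the list alone the number stayed at 7 or 8. Of the lists, 5 passed under fry and 0 under camera with estimated correlation, against 11. In simulated data both tests recovered a raised list far less often than camera with the preset correlation. Because the simulated genes were drawn independently, this cannot decide which test is right where genes of a list vary together. The dendritic cell list, not past the threshold, went from a median of -0.68 to 0.01 without a filter, since more of its genes were then tested (0.0077, camera adjusted p = 0.599; the range over the alternatives was 0.337 to 0.671). Among single genes named above, the results that became weaker were those of Col1a1 in DESeq2 and with upper-quartile factors, and Col1a2 with upper-quartile factors. Apart from Satb1, study genes became stronger in 5 cases without a filter, 4 in DESeq2, 3 under the block and 1 in thinned counts.

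Leaving out a library left 1 library in a group, so these fits gave fold changes and no calls, and no count of genes past a threshold was made from them. None of the 25 named genes changed sign, an outcome nearly fixed in advance because their groups did not overlap. Of the study genes 4 changed sign, and of the lists 2 did (cytotoxic effector and dissociation stress), none of them past the threshold. Mean shares on the T cell identity list went from 0.00757% to 0.0121% in WT and from 0.132% to 0.252% in KO, on the macrophage or monocyte list from 2.94% to 4.07% and from 2.41% to 3.09%, on the melanoma list from 0.0226% to 0.0268% and from 0.132% to 0.239%, and on the fibroblast or endothelium list from 0.00192% to 0.00207% and from 0.0203% to 0.147%.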

Other observations

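The tests in this part were chosen after the result was seen, apart from the fit on thinned counts, the test of the T cell identity list, the comparison of T cell with melanoma genes and the check of genes nested antisense in others.

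More genes were called higher than lower in the libraries labeled KO, and several technical trends were tested as its whole cause. Fold changes ran with gene properties over 11671 genes (98.6% of those tested), with a Spearman correlation of 0.229 with transcript length and -0.420 with GC content. The median log2 fold change was 0.60 in the 2918 genes with the lowest GC content and -0.38 in the 2916 with the highest, and the trend was mostly that of WT 1 (0.408) and KO 1 (-0.488), with 0.208 in WT 2 and 0.0136 in KO 2. After the length trend was taken out, 66 of the 67 genes with a known length were still called, and after the GC trend was taken out 67 of 67 were. After all libraries were thinned to the smallest, all 68 were called again. These values argue against length, GC content and library size as the whole cause. Of the 3 splits of the 4 libraries into pairs, 1, the real one, gave as many as 68 genes. The others gave 0 and 0, with 80 and 285 genes at an unadjusted p under 0.05, but with 3 splits the share cannot fall under 0.05, so a difference between groups and a chance split of unlike libraries cannot be told apart by this count.

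A candidate explanation for the T cell genes among the calls is that the libraries labeled KO held more T cell RNA. All 10 genes of the T cell identity list, fixed in advance, rose, with a median log2 fold change of 3.68 and a range from 2.70 to 4.89. They did not follow a single factor, since Trbc2 had 3550 and 1035 counts in KO 1 and KO 2 and Lck had 641 and 1539. Melanoma genes rose too, so a lower share of macrophages as the whole cause was tested: it would raise markers of T cells and of melanoma cells by the same factor. The T cell genes rose more, with a difference in mean log2 fold change of 1.47 between 10 T cell and 8 melanoma genes (two-sided exact permutation test over genes, p = 0.000389, where genes are not independent replicates). That argues against a lower macrophage share as the whole cause, and neither more T cells alone nor more melanoma RNA alone would raise both lists. A combination of these, or of more T cells with a lower share of macrophages, stays open. All 10 T cell identity, 8 melanoma and 13 macrophage or monocyte genes had counts in every library. The macrophage marker Lyz2 held 0.731%, 1.35%, 1.51% and 1.09% of gene counts in WT 1, WT 2, KO 1 and KO 2, against 0.000597%, 0.000657%, 0.0188% and 0.0136% for Cd8a and 0.00660%, 0.00843%, 0.0551% and 0.0425% for the melanoma gene Pmel. Whether the T cell content differed through biology or through the sort was not tested.

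The sex of the animals may account for the calls of Xist, Tsix, Ddx3y and Eif2s3y. All 5 sex markers of the list separated the groups in the direction that female animals labeled WT and male animals labeled KO would give. For the 61 called genes on autosomes, sex and label cannot be told apart, because each group held libraries of 1 pattern only. On chromosome X, Hmgb3 and Itm2a were also called, both higher in the libraries labeled KO, which an additional X chromosome in the libraries labeled WT would not give; no explanation was tested for them. Hmgb3 had a log2 fold change of 3.60, and Itm2a, with 1 count in the libraries labeled WT and 264 in those labeled KO, a ratio of 177 with an exact Poisson 95% interval from 31.5 to 7017.

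The rise of Satb1 in the libraries labeled KO may reflect T cell content. Per 100 counts on the T cell identity list, Satb1 had 2.30 and 0.969 counts in WT 1 and WT 2 and 1.16 and 0.775 in KO 1 and KO 2, so the groups overlapped. The mean log2 difference of KO minus WT on this scale was -0.66, and the pooled ratio was 0.691 with an exact Poisson 95% interval from 0.386 to 1.36, which includes 1. With 12 counts in the libraries labeled WT, neither a loss of Satb1 in T cells nor an exchange of the group labels can be decided, and the label and its opposite cannot be told apart from this ratio. The labels name no Cre driver. One that acts in CD4+ cells would leave Satb1 of CD8+ cells in place, and this ratio would then not test the genotype. The paper also names E8I-cre, which acts in CD8+ cells. Under such a driver the ratio would bear on the genotype, but its interval is too wide to decide. Pdcd1 had 4.93 and 7.95 counts on the same scale in WT 1 and WT 2 and 5.36 and 25.1 in KO 1 and KO 2, a mean log2 difference of 0.89 and a pooled ratio of 1.90 with an exact Poisson 95% interval from 1.46 to 2.52. KO 1 lay within the range of the libraries labeled WT and KO 2 above it, so T cell content and a change per T cell cannot be told apart for Pdcd1. Gzmb went the other way from its fold change, with 54.9 and 34.7 counts per 100 in the libraries labeled WT and 8.16 and 18.9 in those labeled KO, a pooled ratio of 0.292 with an exact Poisson 95% interval from 0.260 to 0.328. Pde3b did so as well, with 2.63 and 3.29 against 1.13 and 0.972 counts per 100 and a pooled ratio of 0.351 (exact Poisson 95% interval 0.231 to 0.556). No explanation was tested for either gene.

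The genes Gzmd, Gzme, Gzmf and Gzmg, similar granzyme genes on chromosome 14, were chosen because they fell in the libraries labeled KO. Their summed counts were 88 and 169 in WT 1 and WT 2 and 5 and 8 in KO 1 and KO 2. Singly they were not past the threshold (edgeR adjusted p from 0.0624 to 0.166), and as a sum they had a log2 fold change of -4.83 (SE 0.65, edgeR adjusted p = 0.0230), a value that the choice of genes favors. Gzmc, which lies beside them, overlapped between the groups, with 20.7 and 15.1 CPM in WT 1 and WT 2 and 8.37 and 25.5 in KO 1 and KO 2. With Gzmc in the sum the log2 fold change was -1.52 (SE 0.56) and not past the threshold (edgeR adjusted p = 0.288). More T cells would raise such genes, and reads shared out among the 4 copies would leave their sum alike, whereas it fell from 257 to 13 counts. In CPM the sum was 26.5 and 41.9 in WT 1 and WT 2 and 0.951 and 1.40 in KO 1 and KO 2, with exact Poisson 95% intervals that did not overlap between the groups, which argues against both as the whole cause however the genes were chosen. Reads shared with Gzmc, the sex of the animals, the genotype and a chance fall among many genes stay open.

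Foxp3 was counted in all libraries, with a lower CPM in both libraries labeled KO, while 3 other genes of the Treg list, Il2ra, Ikzf2 and Ccr8, had few counts in the libraries labeled WT. These were chosen after their values were seen, and the list as a whole held 924 and 1837 counts in WT 1 and WT 2, of which Cd83 had 453 and 1153 and Nrp1 had 199 and 410. Il2ra, Ikzf2 and Ccr8 had 19 counts in all in the libraries labeled WT and 437 in those labeled KO, whereas Foxp3 had 302 and 252. Ccdc22 overlaps 12.9% of the exonic bases of Foxp3 on the other strand and had 26 counts over the 4 libraries against 554 for Foxp3, which argues against reads of Ccdc22 as its source. Regulatory T cells would also bring transcripts that all T cells share, such as Cd3e and Cd3g of the T cell identity list, but all 10 genes of that list lay below Foxp3 in both libraries labeled WT. The highest of them had 50 counts in WT 1 and 88 in WT 2, against 146 and 156 for Foxp3, with exact Poisson 95% intervals that did not overlap. The ratio of Foxp3 to these genes in regulatory T cells was not measured, and the counts were not scaled for transcript length. Regulatory T cells as the main source of Foxp3 in those libraries therefore cannot be excluded, and its source stays open.

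In the libraries labeled KO, Trbv12-1 (chromosome 6, 41113550 to 41114067) held nearly all counts on variable segments of the T cell receptor beta chain: 643 of 650 counts in KO 1 (98.9%, exact 95% interval 97.8% to 99.6%) and 463 of 480 in KO 2 (96.5%, 94.4% to 97.9%). In WT 1 it held 6 of 12 (50%, 21.1% to 78.9%) and in WT 2 12 of 21 (57.1%, 34.0% to 78.2%). More T cells of the same kind would keep the share only if the counts on other segments came from the same cells, which was not tested. Trbv12-1 was also set against the T cell identity list. Per 100 counts on that list it had 1.97 and 2.33 counts in WT 1 and WT 2. In KO 1 and KO 2 it had 5.70 and 6.52. More T cells of the same kind would keep these values alike, so they argue against T cell content as the whole cause. They rest on 6 and 12 counts in the libraries labeled WT, with 12 and 21 segment counts in all. Genes of the list itself did not follow a single factor, so T cell content alone is not excluded. The other segments received 39 counts over the 4 libraries, and segments used by the cells and lost in mapping or counting cannot be told apart from segments not used. A candidate explanation that stays open is that the T cells of these animals shared a receptor, through an expanded clone or a transgene; it was not tested. The alpha chain variable segments had 0, 1, 6 and 29 counts.

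Genes that lie antisense inside the exons of another gene received many counts, which may reflect reads assigned by strand from libraries that did not keep it. Of 116 genes with at least 90% of their exonic bases inside exons of a gene on the other strand, and with at least 25 counts expected from the density of that host, the median ratio of their counts to the expected ones was 1.48, with quartiles of 0.333 and 3.56. Over the 86 of them with at least 25 counts, their log2 fold changes followed those of the hosts with a Pearson correlation of 0.794 and a Spearman correlation of 0.813 (permutation p = 1e-05 for both, the smallest that 100000 permutations can give; genes are not independent replicates). Counts on genes were also 0.919 to 0.975 times the reads outside any feature in each library, near the equal shares that strand-blind reads would give. True antisense transcription that follows the host gene stays open. If strand was lost, fold changes of antisense genes such as Tsix are partly those of their hosts, and no biological explanation was tested here.

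Some values are given without an explanation, and no explanation was tested for them. Igkc, the constant segment of the antibody kappa chain, had 4, 2, 998 and 29 counts in WT 1, WT 2, KO 1 and KO 2, and Jchain had 0, 0, 208 and 0, so antibody transcripts were concentrated in KO 1. The ribosomal RNA gene CT010467.1, Lars2 and Gm23935 together held 5.88% and 3.22% of gene counts in WT 1 and WT 2, and 1.72% and 1.02% in KO 1 and KO 2.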
